# Changes in the Small Noncoding RNAome During M1 and M2 Macrophage Polarization

**DOI:** 10.3389/fimmu.2022.799733

**Published:** 2022-05-10

**Authors:** Ding Ma, Xing Zhou, Yu Wang, Liming Dai, Jie Yuan, Jianping Peng, Xiaoling Zhang, Chuandong Wang

**Keywords:** macrophage polarization, miRNA, piRNA, snoRNA, snRNA, repeat RNA

## Abstract

Macrophages belong to a special phagocytic subgroup of human leukocytes and are one of the important cells of the human immune system. Small noncoding RNAs are a group of small RNA molecules that can be transcribed without the ability to encode proteins but could play a specific function in cells. SncRNAs mainly include microRNAs (miRNAs) and piwi-interacting RNAs (piRNAs), small nucleolar RNAs (snoRNAs), small nuclear RNAs (snRNAs) and repeat RNAs. We used high-throughput sequencing analysis and qPCR to detect the expression changes of the small noncoding RNAome during macrophage polarization. Our results showed that 84 miRNAs and 47 miRNAs with were downregulated during M1 macrophage polarization and that 11 miRNAs were upregulated and 19 miRNAs were downregulated during M2 macrophage polarization. MiR-novel-3-nature and miR-27b-5p could promote expression of TNF-α which was marker gene of M1 macrophages. The piRNA analysis results showed that 69 piRNAs were upregulated and 61 piRNAs were downregulated during M1 macrophage polarization and that 3 piRNAs were upregulated and 10 piRNAs were downregulated during M2 macrophage polarization. DQ551351 and DQ551308 could promote the mRNA expression of TNF-α and DQ551351overexpression promoted the antitumor activity of M1 macrophages. SnoRNA results showed that 62 snoRNAs were upregulated and 59 snoRNAs were downregulated during M1 macrophage polarization, whereas 6 snoRNAs were upregulated and 10 snoRNAs were downregulated during M2 macrophage polarization. Overexpression of snoRNA ENSMUST00000158683.2 could inhibit expression of TNF-α. For snRNA, we found that 12 snRNAs were upregulated and 15 snRNAs were downregulated during M1 macrophage polarization and that 2 snRNAs were upregulated during M2 macrophage polarization. ENSMUSG00000096786 could promote expression of IL-1 and iNOS and ENSMUSG00000096786 overexpression promoted the antitumor activity of M1 macrophages. Analysis of repeat RNAs showed that 7 repeat RNAs were upregulated and 9 repeat RNAs were downregulated during M1 macrophage polarization and that 2 repeat RNAs were downregulated during M2 macrophage polarization. We first reported the expression changes of piRNA, snoRNA, snRNA and repeat RNA during macrophage polarization, and preliminarily confirmed that piRNA, snoRNA and snRNA can regulate the function of macrophages.

## Introduction

Macrophages belong to a special phagocytic subgroup of human leukocytes and are one of the important cells of the human immune system (1). They participate in both specific and innate immune processes and play an important role in the host’s resistance to pathogen invasion and inflammatory response (2). Macrophage polarization is a response to different degrees of activation in a specific time and space; that is, different macrophage subtypes form in different tissues, different microenvironments and different signal stimuli, and there are mainly M1-polarized macrophages with a proinflammatory phenotype and M2-polarized macrophages with an anti-inflammatory phenotype (3). M1 polarized macrophages overexpress CD80, CD86 and CD16/32c and can produce a proinflammatory response and proinflammatory-related factors such as interleukin-6 (IL-6), interleukin-12 (IL-12) and tumor necrosis factor (TNF-α) (4). M1 macrophage polarization has been shown to be involved in the pathophysiology of many diseases, including arthritis, tumors, atherosclerosis, bacterial viral infection, diabetes, sebaceous gland disease and cryptococcal cheilitis (5). In the process of tumorigenesis and development, M1-polarized macrophages also show antitumor activity and the potential to induce tumor tissue destruction and are likely to participate in T cell-mediated tumor elimination and the balance stage. Macrophages with an M1 polarization phenotype promote the progression of RA by releasing various inflammatory cytokines (6). At the same time, M1 polarized macrophages have the potential to differentiate into mature osteoclasts, which can promote an increase in bone resorption by secreting proinflammatory cytokines and other mechanisms to mediate the occurrence of osteoporosis (7). Unlike classically activated M1 macrophages, M2 macrophages have immunomodulatory effects and highly express anti-inflammatory cytokines, including IL-10, IL-13 and transforming growth factor (TGF-β) (8). M2 macrophages could promote the regression of inflammation and immune escape of pathogens, inhibit parasites, and promote tissue repair and tumor development (9). Macrophages are a group of immune cells with high plasticity and heterogeneity that play an important role in maintaining the stability of the immune system. Under the action of different stimulating factors, macrophages can polarize into M1 and M2 types, and their polarization process is affected by a variety of signaling pathways.

Small noncoding RNAs are a group of small RNA molecules that can be transcribed without the ability to encode proteins but could play a specific function in cells (10). At present, researchers divide ncRNAs into two categories according to their length: short chain noncoding RNAs (sncRNAs) with a length of 18-200 nt and long chain noncoding RNAs (lncRNAs) with a length > 200 nt (11). Short chain noncoding RNAs are not long, but they play an important regulatory role in biological processes such as cell metabolism, proliferation, differentiation, apoptosis and immunity (12–14). The abnormal regulation of sncRNA will lead to the disorders of metabolic activities of life and the occurrence of a variety of diseases. SncRNAs mainly include microRNAs (miRNAs), piwi-interacting RNAs (piRNAs), small nucleolar RNAs (snoRNAs), small nuclear RNAs (snRNAs) and repeat RNAs (15, 16).

MiRNAs are single-stranded RNAs with a length of 20-25 nucleotides. They usually inhibit its protein synthesis and expression or leads to the degradation of mRNA by targeting the 3’-untranslated region (3’-UTR) of target mRNAs to play a posttranscriptional regulatory role (17). A miRNA can often target multiple mRNAs, and mRNAs can be regulated by a variety of miRNAs. Therefore, miRNAs can be involved in almost all aspects of biological processes, such as development, cell differentiation, intercellular communication, and immune regulation (18). miR-21 increased M2 macrophages phenotype and decreased M1 macrophages phenotype (19). miR-155 promoted M1 polarization by activating JNK pathway (20). Piwi-interacting RNA is a small RNA molecule with a length of approximately 26-31nt (21). It interacts with PIWI family proteins specifically expressed by germ cells and interacts with PIWI proteins to form the piRNA silencing complex (piRISC) (22). Compared with other known RNA family members, piRNAs showed a different set of nucleotide sequences. According to different sources, piRNAs can be divided into three categories: transposon sources, mRNA sources and lncRNA sources (23). The mature piRNA combined with PIWI can direct its complex to the transposon target of the target transcript in the nucleus and mobilize the silencing mechanism to organize the expression of transposable elements to maintain the integrity of the genome (24). To date, piRNAs have been shown to be involved in transposon silencing, epigenetic regulation, gene and protein regulation, genome rearrangement, spermatogenesis and germ cell maintenance (24, 25). Small nucleolar molecule RNA (snoRNA) is a kind of short stranded noncoding RNA related to the chemical modification of ribosomal RNA (rRNA) (26). They often serve as guides for posttranscriptional modification of rRNA. According to their sequence, structure and function, they can be divided into two categories: Box C/D snoRNA and Box H/ACA snoRNA (27). All snoRNAs are paired with specific proteins to form small nucleolar ribonucleoprotein complexes. After snoRNAs recognize and bind the complementary sequence on the target rRNA, and they send a signal to the paired protein for accurate base modification to play an important regulatory function under a variety of physiological and pathological conditions (24). Nuclear small RNA (snRNA) is a kind of small molecular RNA with a length of 100-215 nt in the eukaryotic genome that exists in the nucleus (28). SnRNA is highly conserved, the content is small in cells, and the expression is spatiotemporally specific (29). After transcription according to the gene template, snRNA is transported out of the nucleus and combined with snRNA binding protein in the cytoplasm to form small nuclear ribonucleoproteins (snRNPs), which once again pass through the nuclear pore and enter the nucleus to become mature snRNA (30). The main function of snRNA is to participate in the splicing of RNA in cells, produce mature mRNA and rRNA, and regulate protein synthesis (31). Repeat RNA is a kind of RNA containing specific repeats (32). At present, there are relatively few reports on the function of these repeat RNAs.

In this study, we used high-throughput sequencing analysis and qPCR to detect the expression changes of the small noncoding RNAome during macrophage polarization to construct the changes of the small noncoding RNAome during macrophage polarization to identify the key small RNA regulating macrophage polarization to find a new target to intervene in macrophage polarization.

## Method And Materials

### M1 and M2 Macrophage Polarization Induction

According to previous studies, we used RAW264.7 cells to induce macrophage polarization (33, 34). For M1 macrophage polarization, we added LPS (100 ng/ml)- and IFN-γ (20 ng/ml)-stimulated RAW264.7 cells for 48 hours. For macrophage M2 polarization, we stimulated RAW264.7 cells with IL-4 (20 ng/ml) and IL-10 (20 ng/ml) for 48 hours.

### Small RNA Sequencing

PCR product bands of about 140-150bp were used for small RNA sequencing. An Illumina NextSeq 550 was used for sequencing, and the sequenced original image data were converted into the original sequencing sequence. To comprehensively predict noncoding RNAs of different lengths, we first extracted the sequencing sequences of the reference genome in each sample, analyzed the sequences of all samples using cdhit, and screened the noncoding RNAs using the RFAM database. miRDeep2 were used for miRNA analysis. Blastn(2.9.0+) were used for piRNA, snoRNA and snRNA analysis. RepeatMasker were used for repeatRNA analysis. The sequencing data of each sample were compared, and the read count of small RNA of each sample was counted. The CPM of every non-coding RNAs were list in Supplementary material S1. The expression of all small RNAs in the two groups of samples was counted to judge whether there was a significant difference in the expression between the two groups of samples. For the experiments with biological repetition, we used 10 deseq for analysis. For experiments without biological duplication, we used edger for analysis. Finally, the genes with Padj less than 0.05 and a difference multiple greater than or equal to 2 or 1.5 were selected as small RNAs with significant differential expression.

### RNA Isolation and qPCR Analysis

According to the reagent instructions, macrophage RNA was extracted by TRIzol reagent, and the quality and concentration of the extracted RNA were detected by a Nanodrop2000. For the detection of miRNA, piRNA and a small part of snoRNA and snRNA, 1 μg of total RNA from all samples were extracted and reverse transcribed with miRNA first strand cDNA synthesis (tailing reaction) according to the instructions into cDNA. For the detection of most of the snoRNAs and snRNAs, 1 μg of total RNA was extracted from all samples, and PrimeScript™ RT Master Mix was used for reverse transcription into cDNA according to the instructions. QPCR detection was performed according to the instructions of the SYBR premix ex Taq Kit (RR420a, Takara, Tokyo, Japan). The relative expression value of small RNA was calculated using the 2^−ΔΔCT^ method and U6 as an internal parameter. Primers used are listed in the supplementary material S2.

### Tumor Model Establishment

The animal model was constructed according to our previous research report (35). This study was conducted in accordance with guidelines approved by the Xinhua Hospital Affiliated to Shanghai Jiao Tong University School of Medicine (approval number: XHEC-NSFC-2021-232). 8 week old male C57BL/6 mouse purchased from Shanghai Jihui experimental animal breeding Co., Ltd. RM1 cells (1×10^6^ cells) were subcutaneously injected into the right rear flanks of the mouse. There days after tumor cell inoculation, mouse treated with intratumoral injection of LPS-pretreated M1 macropahge (1×10^6^ cells) every 3 d. On 14^th^ day, all mice were euthanized, and solid tumors were surgically removed for measurements.

### Statistical Analysis

All data are shown as the mean ± S.D. of three independent tests (n≥3), and the independent sample t-tests statistical analysis was performed using Excel 2007; graphs were generated by GraphPad Prism 9. P values less than 0.05 were considered significant.

## Results

### Changes in miRNA Expression During Macrophage Polarization

MiRNAs play an important role in regulating cell function. Therefore, we first analyzed the expression changes of miRNAs during macrophage polarization. 

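Small RNA libraries were sequenced from RAW264.7 cells, a mouse macrophage line. There were 3 libraries of unstimulated M0 macrophages, 3 of M1 macrophages stimulated with LPS (100 ng/ml) and IFN-γ (20 ng/ml) for 48 hours, and 3 of M2 macrophages stimulated with IL-4 (20 ng/ml) and IL-10 (20 ng/ml) for 48 hours. The authors detected miRNAs with miRDeep2 and deposited the expression of 1418 miRNAs in every library as CPM, read counts scaled to a common library size, of which 1035 were known and 383 were predicted from the reads. The predicted miRNAs are given by the number and the arm (mature or star) they have in the deposited data. All 7967 nonzero values were whole multiples of the CPM of a single read in their library (100%), and this gave the reads of each miRNA and the total reads of each library. The total was between 6820554 and 7838547 reads in M0 (median 7639381), between 5002633 and 6938505 in M1 (median 5523861) and between 5948880 and 7000982 in M2 (median 6815194). The listed miRNAs held between 82.89% and 87.15% of these reads. Between 896 and 962 miRNAs were detected per library in M0, between 810 and 860 in M1 and between 879 and 898 in M2. The smallest level that the depth can show, taken as 3 reads, was between 0.383 and 0.6 CPM depending on the library, and covers counting error only. Replicates varied by more than counting error, with a chi-square per degree of freedom from 6.46 between M2 replicates 2 and 3 to 153.88 between M1 replicates 1 and 2. Expression was compared on log2(CPM + 1) after TMM normalization with limma, for miRNAs with at least 10 reads over the 6 libraries compared. A miRNA was called differentially expressed at a Benjamini-Hochberg adjusted p-value under 0.05 and a change of at least 2-fold. Some listed miRNAs cannot be told apart, since 27 miRNAs with at least 10 reads had the same reads as another listed miRNA in all 9 libraries.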

The results showed that 84 miRNAs were upregulated and 47 miRNAs were downregulated during M1 macrophage polarization (**Figures 1A–C** and **Figure S1**). qPCR analysis showed that 6 miRNAs, mmu-miR-155-5p, mmu-miR-155-3p, mmu-miR-692, mmu-novel-264-mature, mmu-novel-183-mature and mmu-miR-541-5p, were upregulated during M1 polarization (**Figure 1D**). 

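Of the 720 miRNAs tested, 57 were upregulated and 45 were downregulated in M1 compared with M0 macrophages. The calls depended on the scaling between libraries. With the library totals alone in place of TMM normalization, 40 miRNAs were upregulated and 67 downregulated, so that the share of upregulated miRNAs among the calls went from 55.9% to 37.4%. With RLE size factors, 61 were upregulated and 41 downregulated (59.8% upregulated). Library totals also moved the median log2 fold change of all tested miRNAs from -0.04 to -0.24, and RLE size factors to -0.01. Without a fold threshold, the alternative that moved the counts most, 121 miRNAs were higher and 138 lower in M1. edgeR's quasi-likelihood test was the planned main test, and limma replaced it once the deposited values proved to be CPM. Run on the recovered reads after the values were seen, edgeR called 78 upregulated and 54 downregulated miRNAs, among them all 102 that limma called. With the replicate number as a block, limma called the same 102 miRNAs, 57 upregulated and 45 downregulated. As a check of this pairing, the deviations from the group means correlated across miRNAs with a mean r of 0.1 between libraries of the same number. The mean r of -0.05 between libraries of different numbers largely follows from this value, since deviations cancel within a group. It is no separate evidence on the pairing. The 2 groups did not overlap in 327 of the tested miRNAs (45.4%), against 10% from chance with 3 libraries in each group. Mean expression was under 10 CPM in both groups for 40 of the 102 called miRNAs.

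**Figure D1:**
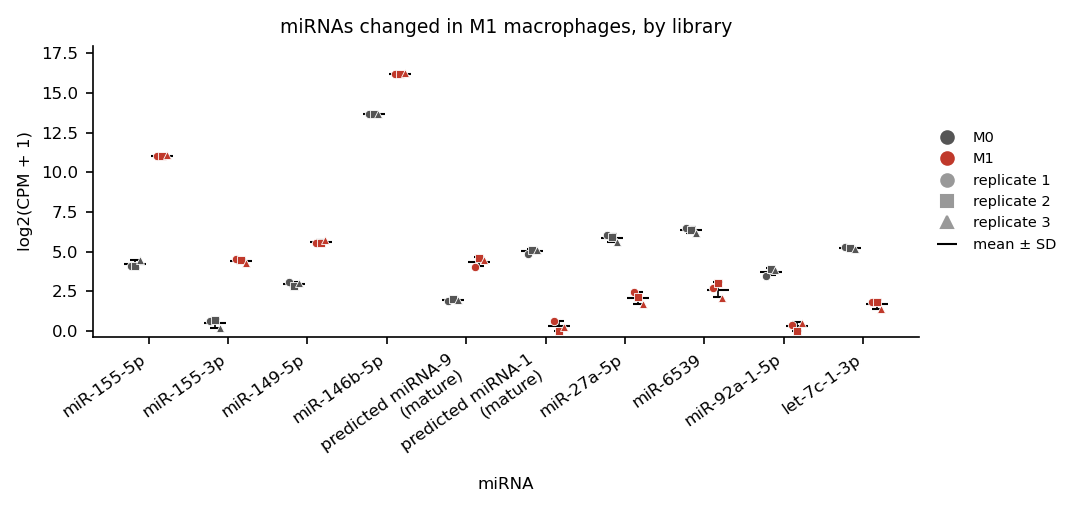
Expression of miRNAs called in M1 macrophages, as log2(CPM + 1) for each of the 3 M0 and 3 M1 libraries before TMM normalization. Points are libraries and the black lines are the mean and SD; the M1 libraries lie above all M0 libraries for the upregulated miRNAs and below them for the downregulated ones.

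miR-146b-5p, from Mir146b in an intron of Mfsd13a on chromosome 19 of GRCm38 (46342762 to 46342870), had 13000 ± 83.2 CPM (SD, n = 3) in M0 and 76030 ± 1196 CPM (SD, n = 3) in M1. This was a log2 fold change of 2.87 (standard error 0.036, limma adjusted p = 2.52e-28). miR-149-5p, from Mir149 in an intron of Gpc1 on chromosome 1 (92850378 to 92850443), rose from 6.92 ± 0.72 CPM (SD, n = 3) to 48.0 ± 3.79 CPM (SD, n = 3). Its log2 fold change was 2.93 (standard error 0.139, limma adjusted p = 1.81e-15). Predicted miRNA-9 (mature) rose from 2.92 ± 0.165 CPM (SD, n = 3) to 19.9 ± 4.04 CPM (SD, n = 3), a log2 fold change of 2.67 (limma adjusted p = 8.45e-12). Among the downregulated miRNAs, miR-27a-5p, from Mir27a on chromosome 8 (84208672 to 84208758), went from 57.5 ± 9.78 CPM (SD, n = 3) to 3.37 ± 1.14 CPM (SD, n = 3), a log2 fold change of -3.48 (standard error 0.191, limma adjusted p = 6.68e-12). miR-6539, which lies in an intron of Dock5 on chromosome 14 (67859636 to 67859745), and let-7c-1-3p, which lies in an intron of Mir99ahg on chromosome 16 (77599657 to 77599750), had log2 fold changes of -3.46 and -3.28. No M1 library had more than 2 reads of miR-92a-1-5p, which lies in an exon of Mir17hg on chromosome 14 (115044427 to 115044506). Against the floor of 3 reads, its mean of 12.5 CPM in M0 makes it at least 20.8-fold lower in M1 before TMM normalization. TMM normalization raises M1 relative to M0 and makes this bound smaller. With each library left out in turn, the log2 fold change stayed between 2.86 and 2.89 for miR-146b-5p, between 2.84 and 2.98 for miR-149-5p and between -3.66 and -3.24 for miR-27a-5p.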

On the other hand, qPCR analysis showed that 24 miRNAs, including 7 novel predicted miRNAs, were downregulated during M1 polarization (**Figures 1E, F**). Then, we detected the expression of miRNAs with significant differentiation during M1 polarization and during M2 polarization. qPCR results showed that the expressions of mmu-miR-155-5p and mmu-miR-692 were upregulated and mmu-novel-264-mature was downregulated during M2 polarization, which was consistent with M1 polarization. However, the expressions of mmu-let-7c-1-3p, mmu-miR-27b-5p, mmu-novel-3-mature and mmu-miR-25-5p were upregulated during M2 polarization, which was opposite to that during M1 polarization (**Figure 1G**). 

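Between M2 and M0 macrophages, 733 miRNAs were tested, of which 6 were upregulated and 12 were downregulated in M2. DESeq2 with its own size factors called 8 and 13. Without a fold threshold, 55 miRNAs were higher and 77 lower in M2. edgeR's quasi-likelihood test, the planned main test, was run on the recovered reads after the values were seen. It called 10 upregulated and 18 downregulated miRNAs, including all 18 that limma called. With the replicate number as a block, limma called 6 upregulated and 11 downregulated miRNAs, of which 17 were shared with the fit without the block. Here the deviations from the group means had a mean r of 0.02 across miRNAs between libraries of the same number. The -0.01 between libraries of different numbers largely follows from it. The M2 and M0 libraries did not overlap in 198 of the tested miRNAs (27%), against 10% from chance. miR-511-3p lies with its gene Mir511 in an intron of Mrc1 on chromosome 2 of GRCm38 (14261003 to 14261081). It rose from 0.553 ± 0.384 CPM (SD, n = 3) in M0 to 27.0 ± 3.22 CPM (SD, n = 3) in M2, a log2 fold change of 4.25 (standard error 0.201). Its adjusted p was 3.71e-90 from limma and 2.89e-61 from edgeR. With limma, its log2 fold change stayed between 4.04 and 4.39 with each library left out in turn. In M0 it had 12 reads over the 3 libraries, so this size depends on the 1 CPM added, and edgeR gave 5.68 on the recovered reads. In this comparison limma replaced the variance of the single miRNA by the variance fitted across miRNAs for all but 66 of the 733, which gives very small p-values. miR-511-5p, from the same hairpin and named after its values were seen, had a log2 fold change of 2.86. miR-199b-5p, on chromosome 2 (32318460 to 32318569), rose from 6.10 ± 2.11 CPM (SD, n = 3) to 19.3 ± 1.99 CPM (SD, n = 3), a log2 fold change of 1.63 (limma adjusted p = 3.37e-20). miR-188-3p and miR-362-5p, both from an intron of Clcn5 on chromosome X, had log2 fold changes of 1.09 and 1.02, with miR-362-5p at 4577 ± 101 CPM (SD, n = 3) in M0 and 8770 ± 58.5 CPM (SD, n = 3) in M2. With library totals alone, the log2 fold change of miR-362-5p was 0.94, under the threshold.

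**Figure D2:**
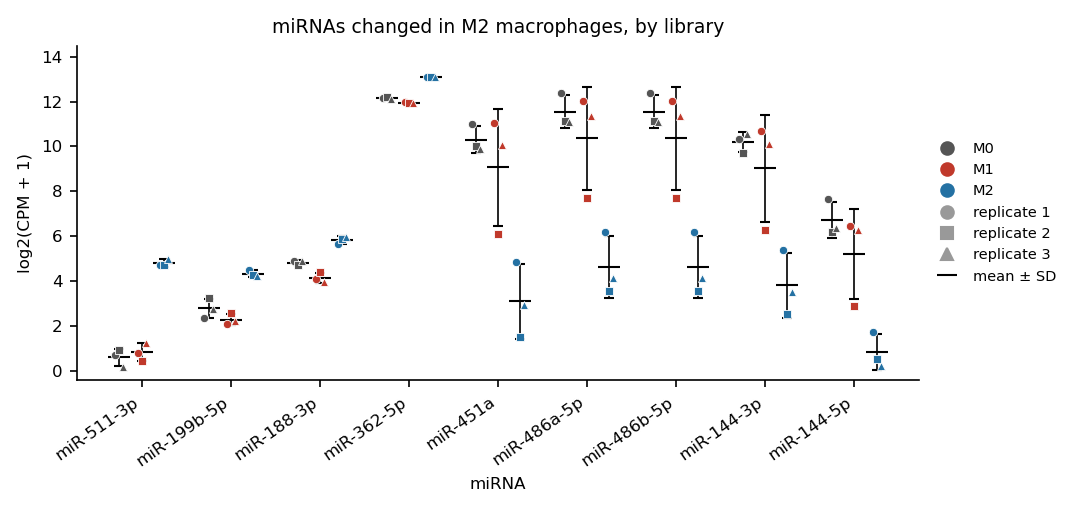
Expression of miRNAs called in M2 macrophages, as log2(CPM + 1) for each of the 3 M0, 3 M1 and 3 M2 libraries before TMM normalization. Points are libraries and the black lines are the mean and SD; miR-451a, miR-144 and miR-486 are low in all M2 libraries and also in M1 replicate 2, where miR-451a had 68.2 CPM.

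The downregulated miRNAs with the largest changes were miR-451a (log2 fold change -7.12, limma adjusted p = 0.0157), miR-486a-5p and miR-486b-5p (each -6.85, limma adjusted p = 0.0116), miR-144-3p (-6.30, limma adjusted p = 0.0143) and miR-144-5p (-5.85, limma adjusted p = 0.00704). miR-486a-5p and miR-486b-5p had the same reads in every library and cannot be told apart. miR-451a, miR-144 and miR-486 are known from red blood cells. An effect of the treatment on them cannot be told apart from a variable amount of RNA from red blood cells. These miRNAs also varied widely between replicates. miR-451a, which lies on chromosome 11 (78073170 to 78073241), had 2025.43, 1033.35 and 940.61 CPM in the 3 M0 libraries, 2091.66, 68.25 and 1071.24 CPM in the 3 M1 libraries and 27.59, 1.86 and 6.72 CPM in the 3 M2 libraries. When 1 library was left out, the adjusted p of miR-451a and of miR-144-3p passed 0.05 in 4 of the 6 fits each, and that of miR-486a-5p in 2. miR-148a-3p had a log2 fold change of -2.78 (limma adjusted p = 0.0161), and its adjusted p was 0.0519 with the replicate number as a block. It was also low in M1 replicate 2, with 10.86 CPM against 72.93 and 48.97 CPM in the other M1 libraries. Only miR-222-5p and miR-96-3p were called in both comparisons, each lower in M1 and in M2 than in M0.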

The results showed that 11 miRNAs were upregulated and 19 miRNAs were downregulated during macrophage M2 polarization (**Figures 1H–J**). qPCR analysis showed that 6 miRNAs, mmu-novel-142-star, mmu-miR-5620-5p, mmu-miR-199b-5p, mmu-miR-362-5p, mmu-miR-145a-5p and mmu-miR-148a-3p, were upregulated during M2 polarization (**Figure 1K**). However, we did not find that miRNAs were downregulated during M2 polarization. Then, we detected the expression of miRNAs that were significantly upregulated during M2 polarization and during M1 polarization. qPCR results showed that the expressions of mmu-miR-5620-5p, mmu-miR-199b-5p, mmu-miR-362-5p and mmu-miR-148a-3p were upregulated during M1 polarization, which was consistent with M2 polarization (**Figure 1L**). 

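The paper's list of differentially expressed miRNAs gives each miRNA its cluster, and the values of the members were taken here from the limma comparison of the same groups. For M1 compared with M0, cluster 1 had 35 members with a median log2 fold change of -1.36 (range -1.95 to -0.90), and cluster 2 had 12 members with a median of -3.22 (range -4.54 to -2.32). The members of cluster 2 had a median of 34.23 CPM in M0, 2.08 CPM in M1 and 33.73 CPM in M2. Cluster 3 had 82 members, of which 79 could be tested, with a median log2 fold change of 1.16 (range 0.65 to 2.93) and a median of 1.35 CPM in M0 and 4.97 CPM in M1. Cluster 4 had 2 members with log2 fold changes of 4.12 and 7.14. All members that could be tested changed in the same direction within each of these clusters. The paper formed the clusters by similar expression in these same libraries, so this shared direction is no separate evidence. Of the members tested, limma called 32 in cluster 1, 12 in cluster 2, 55 in cluster 3 and 2 in cluster 4. For M2 compared with M0, cluster 1 had 14 members with a median log2 fold change of -1.24, and cluster 2 had 5 members with a median of -6.85. The members of this cluster 2 are the miRNAs known from red blood cells, which were also low in M1 replicate 2. Cluster 3 had 9 members with a median of 0.91, and cluster 4 had 2 members with log2 fold changes of 2.86 and 4.25. Here limma called 7, 5, 4 and 2 members of clusters 1 to 4. Most members of cluster 3 in M1 and of clusters 1 and 3 in M2 had few reads, with a median over members of the larger group mean of 5.67, 3.03 and 3.62 CPM.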

All differentially expressed miRNAs were list in Supplementary material S3 and the differentially expressed miRNA were divided into four cluster according to the similar expression pattern (**Figure S2**). 

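The separation of the 9 libraries was measured on log2(CPM + 1) of the 832 miRNAs with at least 10 reads over all libraries, after TMM normalization, with each miRNA centred and scaled to unit variance. The mean Euclidean distance between libraries of the same group was 30.9 in M0, 35.9 in M1 and 30.5 in M2. Between groups it was 46 from M0 to M1, 35 from M0 to M2 and 47.4 from M1 to M2. The grouping into M0, M1 and M2 gave a PERMANOVA pseudo-F of 3.29, the highest among all 280 ways to part the 9 libraries into 3 groups of 3 (exact permutation test, p = 0.0036, the smallest p these partitions allow). The partition next to it had a pseudo-F of 2.73. When the miRNAs were only centred and not scaled, the alternative that moved it most, the pseudo-F was 10.41. The first component of the PCA held 39.2% of the variance, and the second held 14.1%. On the first component the M1 libraries lay between 21.7 and 26.9, the M0 libraries between -11.3 and -9.9 and the M2 libraries between -14.3 and -12.9. On the second component the M0 libraries lay between 10.3 and 13.9 and the M2 libraries between -12.5 and -8.4. The M1 libraries were spread between -9.1 and 6.6 on the second component. From its PCA, the paper states that the 3 kinds of macrophages could be distinguished by their miRNA expression. The permutation test takes the 3 groups together. M0 and M2 were not tested as a pair, although their libraries lay apart on the second component.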

The target genes of differentially expressed miRNA analyzed by bioinformatics were listed in Supplementary material S4.PCA showed that the expression of miRNA could distinguish M0, M1 and M2 macrophages (**Figure 1M**). MiR-novel-3-mature mimics and miR-27b-5p mimics were transfected in RAW264.7 cells for overexpressed miR-novel-3-mature and miR-27b-5p in RAW264.7 cells (**Figures 1N, O**). At the same time, RAW264.7 cells were induced into M1 polarization, we found that overexpression of miR-novel-3-nature and miR-27b-5p could promote the mRNA expression of TNF-α which was marker gene of M1 macrophages (**Figure 1P**).

**Figure 1:**
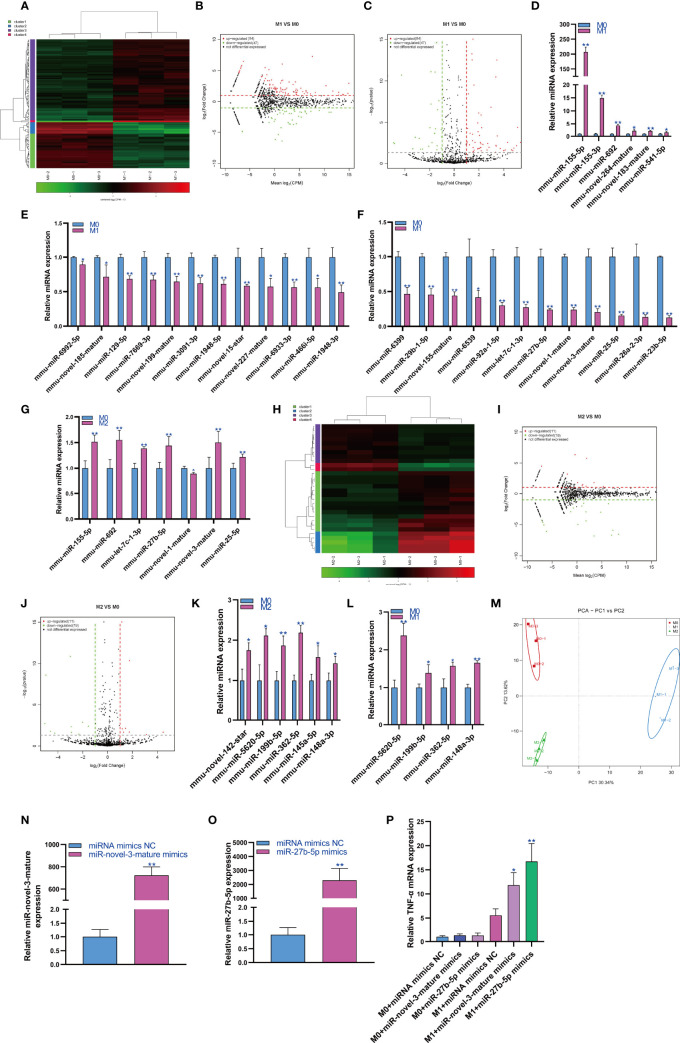
Changes in miRNA expression during macrophage polarization. Hotmap **(A)**, MA **(B)** and volcano plot **(C)** show the small RNA sequencing results of the expression of miRNA in M0 and M1 macrophages. **(D)** The expression of miRNAs upregulated in M1 macrophages detected by qPCR. **(E, F)** The expression of miRNAs downregulated in M1 macrophages detected by qPCR. **(G)** The expression of miRNA in M2 macrophages detected by qPCR. Hotmap **(H)**, MA **(I)** and volcano plot **(J)** show the small RNA sequencing results of the expression of miRNA in M0 and M2 macrophages. **(K)** The expression of miRNA in M2 macrophages detected by qPCR. **(L)** The expression of miRNA in M1 macrophages detected by qPCR. **(M)** PCA of miRNA expression in M0, M1 and M2 macrophages. * indicates p < 0.05 compared to M0, and ** indicates p < 0.01 compared to M0. **(N)** The expression of miR-novel-3-mature in RAW264.7 cells transfected with miRNA mimics NC or miR-novel-3-mature mimics were detected by qPCR. **(O)** The expression of miR-27b-5p in RAW264.7 cells transfected with miRNA mimics NC or miR-27b-5p mimics were detected by qPCR. **(P)** The expression of TNF-α in RAW264.7 cells were detected by qPCR. * indicates p < 0.05 and ** indicates p < 0.01 compared to M1+ miRNA mimics NC group.

### Changes in piRNA Expression During Macrophage Polarization

The regulatory role of piRNAs in the occurrence and development of diseases has attracted increasing attention. Therefore, we analyzed the expression changes of piRNA during macrophage polarization. The results showed that 69 piRNAs were upregulated and 61 piRNAs were downregulated during M1 macrophage polarization (**Figures 2A–C**). qPCR analysis showed that 11 piRNAs were upregulated and 19 piRNAs were downregulated during M1 polarization (**Figures 2D, E**). Then, we detected the expression of piRNAs with significant differentiation during M1 polarization and during M2 polarization. qPCR results showed that the expression of DQ709776 and DQ690018 was downregulated during M2 polarization, which was consistent with that during M1 polarization. However, the expression of DQ551351 was downregulated and the expressions of DQ554593 and DQ551308 were upregulated during M2 polarization, which was opposite to that during M1 polarization (**Figure 2F**). The results showed that 3 piRNAs were upregulated and 10 piRNAs were downregulated during macrophage M2 polarization (**Figures 2G–I**). We only found that the expression of DQ7138872 was upregulated during M2 polarization using qPCR analysis (**Figure 2J**). On the other hand, we found that DQ7138872 was also upregulated during M1 polarization (**Figure 2K**). The PCA showed that the expression of piRNA could distinguish M0 macrophages from M1 macrophages and M1 macrophages from M2 macrophages but could not distinguish M2 and M0 macrophages (**Figure 2L**). PiRNA DQ551351 mimics and DQ551308 mimics were transfected in RAW264.7 cells for overexpressed DQ551351 and DQ551308 in RAW264.7 cells (**Figures 2M, N**). At the same time, RAW264.7 cells were induced into M1 polarization, we found that overexpression of DQ551351 and DQ551308 could promote the mRNA expression of TNF-α which was marker gene of M1 macrophages (**Figure 2O**). As M1-polarized macrophages showed antitumor activity, we detected the effect of piRNA DQ551351 on the antitumor activity of M1 macrophages, and the result showed that piRNA DQ551351overexpression promoted the antitumor activity of M1 macrophages (**Figures 2P, Q**).

**Figure 2:**
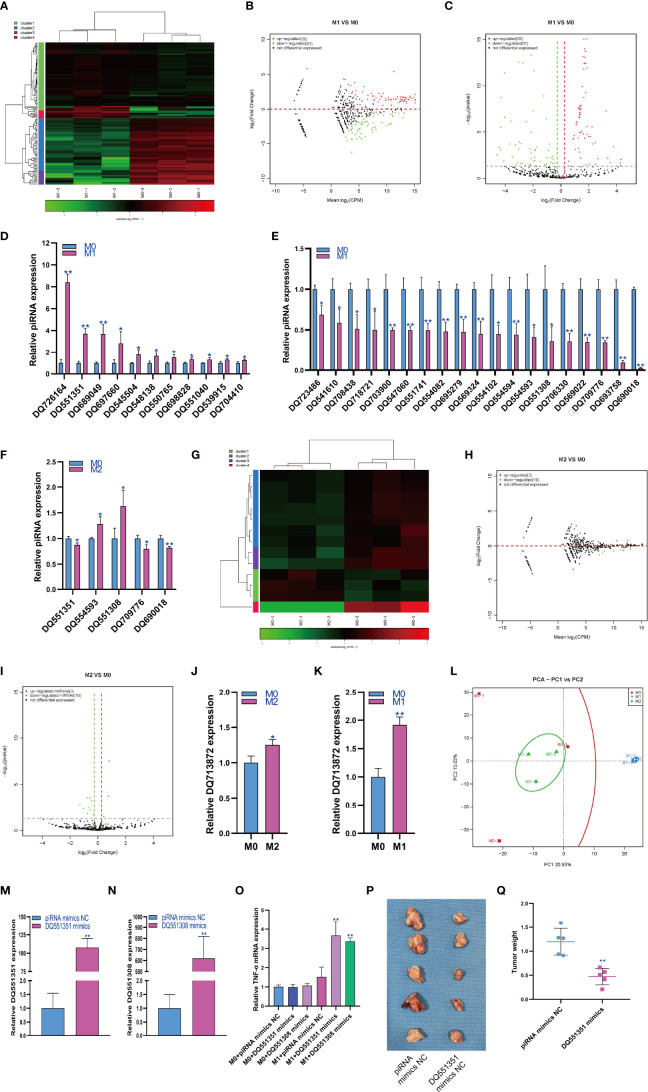
Changes in piRNA expression during macrophage polarization. Hotmap **(A)**, MA **(B)** and volcano plot **(C)** show the small RNA sequencing results of the expression of piRNA in M0 and M1 macrophages. **(D)** The expression of piRNA upregulated in M1 macrophages as detected by qPCR. **(E)** The expression of piRNA was downregulated in M1 macrophages as detected by qPCR. **(F)** The expression of piRNA in M2 macrophages as detected by qPCR. Hotmap **(G)**, MA **(H)** and volcano plot **(I)** show the small RNA sequencing results of the expression of miRNA in M0 and M2 macrophages. **(J)** The expression of piRNA in M2 macrophages as detected by qPCR. **(K)** The expression of piRNA in M1 macrophages as detected by qPCR. **(L)** PCA of piRNA expression in M0, M1 and M2 macrophages. * indicates p < 0.05 compared to M0, and ** indicates p < 0.01 compared to M0. **(M)** The expression of piRNA DQ551351 in RAW264.7 cells transfected with piRNA mimics NC or piRNA DQ551351 mimics were detected by qPCR. **(N)** The expression of piRNA DQ551308 in RAW264.7 cells transfected with piRNA mimics NC or piRNA DQ551308 mimics were detected by qPCR. **(O)** The expression of TNF-α in RAW264.7 cells were detected by qPCR, * indicates p < 0.05 and ** indicates p < 0.01 compared to M1+ miRNA mimics NC group. **(P)** Photographs showed the size of the tumor in mouse injected with RAW264.7 cells with piRNA mimics NC or piRNA DQ551308 mimics. **(Q) **Tumor weight in mouse injected with RAW264.7 cells with piRNA mimics NC or piRNA DQ551308 mimics, ** indicates p < 0.01 compared to piRNA mimics NC group.

### Changes in snoRNA Expression During Macrophage Polarization

SnoRNA is a class of highly conserved molecules among species. Therefore, we analyzed the expression changes of snoRNA during macrophage polarization. The results showed that 62 snoRNAs were upregulated and 59 snoRNAs were downregulated during M1 macrophage polarization (**Figures 3A–C**). qPCR analysis showed that snoRNA ENSMUST00000082493.3 was upregulated during M1 polarization (**Figure 3D**). On the other hand, qPCR analysis showed that 35 snoRNAs were downregulated during M1 polarization (**Figures 3E, F**). Then, we detected the expression of snoRNAs with significant differentiation during M1 polarization and during M2 polarization. qPCR results showed that the expressions of ENSMUST00000083419.3, ENSMUST00000158683.2, ENSMUST00000083752.3 and ENSMUST00000104514.3 were upregulated during M2 polarization, which was contrary to that during M1 polarization. However, the expression of ENSMUST00000082967.3 and ENSMUST00000175746.3 was downregulated during M2 polarization, which was consistent with that during M1 polarization (**Figure 3G**). The results showed that 6 snoRNAs were upregulated and 10 snoRNAs were downregulated during M2 macrophage polarization (**Figures 3H–J**). qPCR analysis showed that only ENSMUST00000104032 was upregulated during M2 polarization (**Figure 3K**). However, we did not find snoRNA downregulation during M2 polarization using qPCR. qPCR results showed that the expression of ENSMUST00000104032 was also upregulated during M1 polarization, which was consistent with that during M2 polarization (**Figure 3L**). PCA showed that the expression of snoRNA could distinguish M0, M1 and M2 macrophages (**Figure 3M**). In order to study the effect of snoRNA on M1 polarization of RAW264.7 cells, we overexpressed snoRNA ENSMUST00000158683.2 in RAW264.7 cells by lentivirus and the qPCR result showed that the expression of snoRNA ENSMUST00000158683.2 in pLVX-ENSMUST00000158683.2 group were higher than pLVX-Vector group (**Figure 3N**). At the same time, RAW264.7 cells were induced into M1 polarization, we found that overexpression of ENSMUST00000158683.2 could inhibit the mRNA expression of TNF-α, IL-6, TLR2, CD86 and CD16 which was marker gene of M1 macrophages (**Figure 3O**).

**Figure 3:**
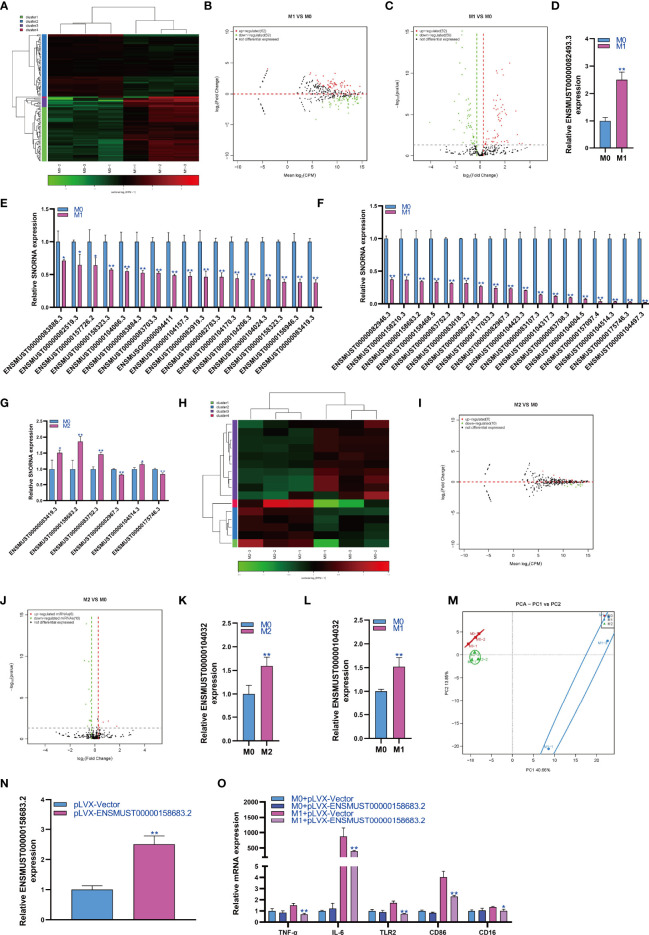
Changes in snoRNA expression during macrophage polarization. Hotmap **(A)**, MA **(B)** and volcano plot **(C)** show the small RNA sequencing results of the expression of snoRNA in M0 and M1 macrophages. **(D)** The expression of snoRNA upregulated in M1 macrophages as detected by qPCR. **(E, F)** The expression of snoRNA was downregulated in M1 macrophages as detected by qPCR. **(G)** The expression of snoRNA in M2 macrophages as detected by qPCR. Hotmap **(H)**, MA **(I)** and volcano plot **(J)** show the small RNA sequencing results of the expression of snoRNA in M0 and M2 macrophages. **(K)** The expression of snoRNA in M2 macrophages as detected by qPCR. **(L)** The expression of piRNA in M1 macrophages as detected by qPCR. **(M)** PCA of snoRNA expression in M0, M1 and M2 macrophages. * indicates p < 0.05 compared to M0, and ** indicates p < 0.01 compared to M0. **(N)** The expression of snoRNA ENSMUST00000158683.2 in RAW264.7 cells transfected with pLVX-Vector or pLVX-ENSMUST00000158683.2 were detected by qPCR. **(O)** The expression of TNF-α, IL-6, TLR2, CD86 and CD16 in RAW264.7 cells were detected by qPCR, * indicates p < 0.05 and ** indicates p < 0.01 compared to M1+ pLVX-Vector group.

### Changes in snRNA Expression During Macrophage Polarization

SnRNA can effectively regulate the physiological function of cells by regulating the alternative splicing of mRNA. Therefore, we analyzed the expression changes of snRNA during macrophage polarization. The results showed that 12 snRNAs were upregulated and 15 snRNAs were downregulated during M1 macrophage polarization (**Figures 4A–C**). qPCR analysis showed that 14 snRNAs were downregulated during M1 polarization (**Figure 4D**) and that snRNAs were not upregulated during M1 polarization. Then, we detected the expression of snRNAs that were downregulated during M1 polarization and during M2 polarization. qPCR results showed that the expression of ENSMUST00000104032 was downregulated during M2 polarization, which was consistent with M1 polarization (**Figure 4E**). The results showed that 2 snRNAs were upregulated during macrophage M2 polarization (**Figures 4F, G**). qPCR analysis did not find the differential expression of snRNA during M2 polarization. The PCA showed that the expression of snRNA could distinguish M0 macrophages from M1 macrophages and M1 macrophages from M2 macrophages but could not distinguish between M2 and M0 macrophages (**Figure 4H**). In order to study the effect of snRNA on M1 polarization of RAW264.7 cells, we overexpressed snRNA ENSMUST00000157129.4 and ENSMUSG00000096786 in RAW264.7 cells by lentivirus and the qPCR result showed that the expression of snRNA ENSMUST00000157129.4 and ENSMUSG00000096786 in pLVX-ENSMUST00000157129.4 and pLVX-ENSMUSG00000096786 group were higher than pLVX-Vector group (**Figures 4I, J**). At the same time, RAW264.7 cells were induced into M1 polarization, we found that overexpression of ENSMUST00000157129.4 and ENSMUSG00000096786 could promote the mRNA expression of IL-1 and iNOS which was marker gene of M1 macrophages (**Figure 4K**). We detected the effect of ENSMUSG00000096786 on the antitumor activity of M1 macrophages, and the result showed that ENSMUSG00000096786 overexpression promoted the antitumor activity of M1 macrophages (**Figures 4L, M**).

**Figure 4:**
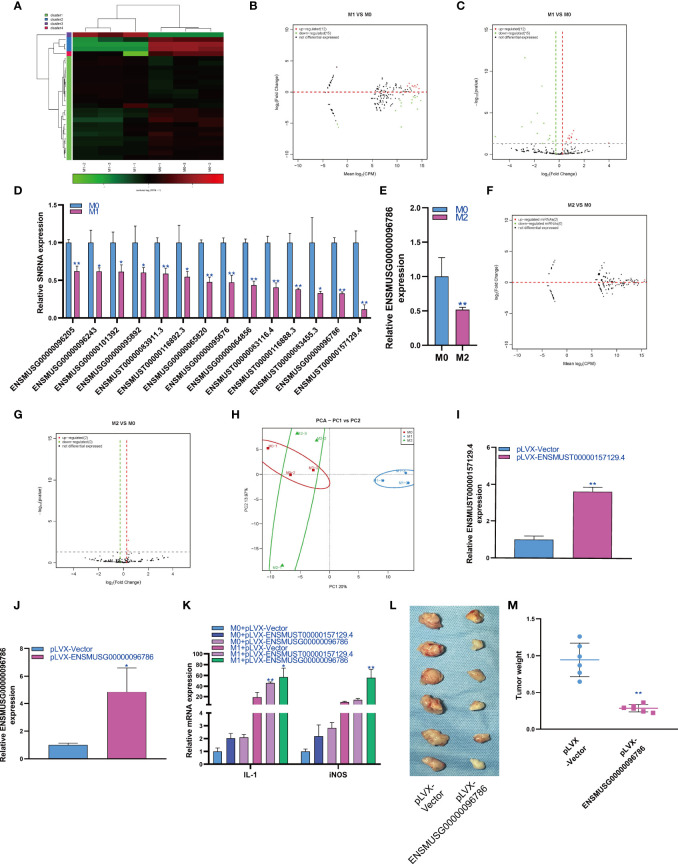
Changes in snRNA expression during macrophage polarization. Hotmap **(A)**, MA **(B)** and volcano plot **(C)** show the small RNA sequencing results of the expression of snRNA in M0 and M1 macrophages. **(D)** The expression of snRNA in M1 macrophages as detected by qPCR. **(E)** The expression of snRNA in M2 macrophages as detected by qPCR. MA **(F)** and volcano **(G)** show the small RNA sequencing results of the expression of snRNA in M0 and M2 macrophages. **(H)** PCA of snRNA expression in M0, M1 and M2 macrophages. * indicates p < 0.05 compared to M0, and ** indicates p < 0.01 compared to M0. **(I)** The expression of snRNA ENSMUST00000157129.4 in RAW264.7 cells transfected with pLVX-Vector or pLVX- ENSMUST00000157129.4 were detected by qPCR. **(J)** The expression of snRNA ENSMUSG00000096786 in RAW264.7 cells transfected with pLVX-Vector or pLVX- ENSMUSG00000096786 were detected by qPCR. **(K)** The expression of IL-1 and iNOS in RAW264.7 cells were detected by qPCR, * indicates p < 0.05 and ** indicates p < 0.01 compared to M1+ pLVX-Vector group. **(L)** Photographs showed the size of the tumor in mouse injected with RAW264.7 cells with pLVX-Vector or pLVX- ENSMUSG00000096786. **(M)** Tumor weight in mouse injected with RAW264.7 cells with pLVX-Vector or pLVX- ENSMUSG00000096786, ** indicates p < 0.01 compared to pLVX-Vector group.

### Changes in Repeat RNA Expression During Macrophage Polarization

Repeat RNA is a kind of very special RNA molecule with repetitive sequences. Therefore, we analyzed the expression changes of repeat RNA during macrophage polarization. The results showed that 7 repeat RNAs were upregulated and 9 repeat RNAs were downregulated during M1 macrophage polarization (**Figures 5A** **–C**). On the other hand, the results showed that 2 repeat RNAs were downregulated during macrophage M2 polarization (**Figures 5D, E**). PCA showed that the expression of repeat RNA could distinguish M0, M1 and M2 macrophages (**Figure 5F**).

**Figure 5:**
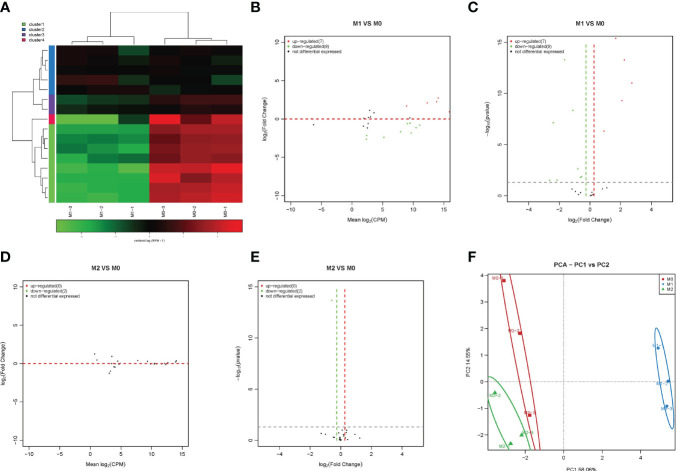
Changes in repeat RNA expression during macrophage polarization. Hotmap **(A)**, MA **(B)** and volcano plot **(C)** show the small RNA sequencing results for the expression of repeat RNA in M0 and M1 macrophages. MA **(D)** and volcano **(E)** show the small RNA sequencing results for the expression of repeat RNA in M0 and M2 macrophages. **(F)** PCA of repeat RNA expression in the M0, M1 and M2 macrophages.

## Discussion

As an important part of the innate immune system, macrophages have the functions of phagocytosis and killing pathogenic microorganisms and immune information transmission. They play an important role in inflammatory defense and tissue development and in maintaining the dynamic balance of the body. Resting macrophages can undergo morphological, functional and phenotypic differentiation under the action of different microenvironment signals *in vivo* and *in vitro*, that is, macrophage polarization (36). According to the difference in their immunological function, polarized macrophages can be divided into M1 macrophages with the classical activation pathway and into M2 macrophages with the alternative activation pathway (37). Macrophage polarization is controlled by many molecules, such as signaling pathways, transcription factors, epigenetic mechanisms and posttranscriptional regulatory factors, which play a corresponding role in the process of changes in the body’s microenvironment and affect disease progression and outcome (38). This functional transformation is closely related to the selective gene expression regulation of signaling pathways.

The small noncoding RNAome has received increasing attention in the regulation of cell function. However, the changes in the small noncoding RNAome under normal physiological and pathological conditions need to be further discussed. Panagiotis and his colleagues reported expression changes in the small noncoding RNAome in equine and human chondrocytes during aging (39). Michelle reported the expression changes of the small noncoding RNAome in the plasma of patients with rheumatoid arthritis and found that the contents of miRNA and TDRS in the plasma of RA patients increased significantly, while the contents of yDRS decreased significantly (40). Their research mainly focused on the expression changes of miRNAs, snoRNAs, snRNAs and tRNAs. In our study, we mainly focused on the expression changes of miRNAs, piRNAs, snoRNAs, snRNAs and repeat RNAs during macrophage polarization.

MiRNAs have been considered important regulators of macrophage function, and part of their role is achieved by regulating the polarization of macrophages. Cho et al. found that the production of miRNAs in macrophages is necessary for the anti-inflammatory polarization of macrophages by using macrophage-specific Disher gene knockout (41). Banerjee et al. found that the expression of miR-125a-5p in M2 macrophages was higher than that in M1 macrophages and confirmed that miR-125a-5p could reduce the expression of the M1 phenotype induced by LPS and promote the expression of M2 induced by IL-4 by targeting KLF13 to regulate the phagocytosis and bactericidal activity of macrophages (42). Li et al. found that exosomes derived from bone marrow mesenchymal stem cells containing miR-124-3p can mediate the expression of Ern1 in macrophages and induce M2 phenotypic polarization of macrophages (43). In addition, a large number of studies have confirmed that many kinds of miRNAs can affect the polarization process of macrophages to M1 or M2. MiR-27a, miR-27b, miR-130a, miR-130b, miR-155, miR-21 and miR-26a could promote M1 polarization and inhibit M2 polarization to promote inflammation (44–47). MiR-9, miR-146a, miR-146b, miR-124, Let-7c and miR-210 could inhibit M1 polarization and promote M2 polarization to inhibit inflammation (38, 48–50). 

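Both arms of miR-155 were compared between M1 and M0 macrophages. Their gene, Mir155, lies in an exon of Mir155hg on chromosome 16 of GRCm38 (84714140 to 84714204). miR-155-5p had 16.1, 15.98 and 21.43 CPM in the 3 M0 libraries and 2080.85, 2060.33 and 2219.43 CPM in the 3 M1 libraries. The log2 fold change was 7.14 (standard error 0.0918), with an adjusted p of 2.04e-22 from limma and of 1.74e-10 from edgeR. The other arm, miR-155-3p, was less abundant, with 0.413 ± 0.248 CPM (SD, n = 3) in M0 and 20.3 ± 1.91 CPM (SD, n = 3) in M1. In M0 this arm had 9 reads over the 3 libraries, so that its log2 fold change of 4.12 (standard error 0.216, limma adjusted p = 1.44e-14) depends on the value added before the logarithm, and edgeR gave 5.90 on the recovered reads. With each library left out in turn, the log2 fold change stayed between 7.05 and 7.25 for miR-155-5p and between 3.95 and 4.24 for miR-155-3p. In M2 macrophages miR-155-5p had 19.1 ± 1.88 CPM (SD, n = 3), a log2 fold change of 0.18 from M0 (limma adjusted p = 0.542), and the M2 and M0 libraries overlapped.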

In our study, we also found that the expression of miR-155 increased during macrophage polarization to M1. At the same time, we also found that multiple new miRNAs may be involved in regulating macrophage polarization.

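Of the 383 predicted miRNAs listed, 171 had enough reads to be tested between M1 and M0 macrophages, and 13 were upregulated and 11 downregulated in M1. edgeR called 18 upregulated and 13 downregulated predicted miRNAs on the recovered reads. Between M2 and M0, 178 predicted miRNAs were tested and limma called 0, while edgeR called 1 upregulated and 0 downregulated. Predicted miRNA-1 (mature) had 31.9 ± 3.16 CPM (SD, n = 3) in M0 and 0.26 ± 0.295 CPM (SD, n = 3) in M1, a log2 fold change of -4.54 (standard error 0.222, limma adjusted p = 2.93e-15). In M1 it had 5 reads over the 3 libraries, so this value depends on the 1 CPM added, and edgeR gave -6.40 on the recovered reads. With limma, the log2 fold change stayed between -4.76 and -4.40 with each library left out in turn, a range that does not cover this dependence. No M1 library had more than 1 read of predicted miRNA-3 (mature), which had 10.7 ± 1.58 CPM (SD, n = 3) in M0. Against 3 reads and before TMM normalization, which makes the bound smaller, it was at least 17.9-fold lower in M1. In M2 it had 17.7 ± 1.67 CPM (SD, n = 3), a log2 fold change of 0.76 from M0 (limma adjusted p = 1.64e-05).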

PiRNAs are a class of ncRNAs first found and identified in Drosophila testes (51). Its structure, biosynthetic process and partial regulation have gradually become clear in recent years. At the same time, it has been proven to play an important role in some pathophysiological processes, especially in tumorigenesis. Yin et al. reported that the expression of piR-823, piR-18849 and piR-19521 increased in the serum and tissues of patients with colorectal cancer, suggesting that they may be related to the pathogenesis of this kind of cancer and can be used as diagnostic markers of colorectal cancer (52, 53). Stohr et al. found that the expression of PIWIL1, PIWIL2 and PIWIL4 decreased in patients with renal cell carcinoma and considered that they could be used as prognostic biomarkers of this kind of cancer (54). Han et al. confirmed that piRNA-30473 can trigger the downstream signal cascade by regulating m6A RNA methylation, resulting in the occurrence and adverse prognosis of diffuse large B-cell lymphoma (55). We found that the expression of piRNA changed significantly during macrophage polarization. However, no study has reported the regulatory effect of piRNAs on macrophage polarization, so we will further study the regulatory effect of piRNAs on macrophage polarization.

SnoRNA is a kind of noncoding RNA mainly derived from introns, with a length of approximately 50-250 nucleotides (56). SnoRNA plays an important role in cell development, homeostasis and many diseases. Ellen et al. demonstrated for the first time that snoRNA is involved in the biology of articular chondrocytes. Under different arthritis conditions, the expression level of U3 snoRNA in articular chondrocytes is reduced, significantly reducing the protein translation ability of the cell (57). Mandy et al. found abnormal expression of the snoRNA genome in aging cartilage and diseased tendons, in which the expression of SNORD26 increased in osteoarthritis, while SNORD44 and SNORD78 decreased with age (58). At present, the regulatory effect of snoRNA on macrophage polarization has not been reported. In this study, we also reported the expression changes of snoRNA during macrophage polarization for the first time. Our results show that the expression of snoRNA is significantly different in the process of macrophage polarization, which may be involved in the regulation of macrophage polarization.

Small nuclear RNAs are a class of noncoding RNAs with a length of 100-215 nucleotides that widely exist in the nucleus of eukaryotes and mainly include the U1, U2, U3, U4, U5, U6 and U11 genes (29). Increasing evidence has shown that snRNA is related to the regulation of gene expression in different types of tumors. Wang et al. found that U11 may be involved in the regulation of gene expression in bladder cancer cells, which can alter gene expression by affecting the PI3K-Akt signaling pathway and may be a potential biomarker for the clinical diagnosis and treatment of bladder cancer (28). In other systems, Cheng et al. found that abnormalities in U11 snRNA in neuronal cells significantly interfere with RNA splicing, thus damaging nerve cell function and affecting hippocampal synaptic plasticity and spatial learning and memory ability (59). This study also reported the expression changes of snRNA during macrophage polarization for the first time. Moreover, we found that the expression of multiple snRNAs decreased during macrophage polarization to M1 but did not find that the expression of snRNAs increased during macrophage polarization to M1 and M2.

Sequencing results showed that repeat RNA was differentially expressed during M1 and M2 macrophage polarization. However, due to the rare research on repeat RNA and its short length, it has been difficult to verify the sequencing results by conventional real-time PCR. More studies are needed to explore the role of repeat RNA in chondrocyte aging. This study also reported the expression changes of repeat RNA during macrophage polarization for the first time, and the function of repeat RNA needs further study.

## Conclusion

Our results show that the expression of miRNA, piRNA, snoRNA, snRNA and repeat RNA changes during the polarization of macrophages to M1 or M2. At the same time, there are no reports on the role of piRNA, snoRNA and snRNA in the process of macrophage polarization, but our results preliminarily show that the expression of these sncRNAs is significantly upregulated or downregulated during macrophage polarization, suggesting that they may be regulated and changed in this process, which may play an important role in the process of macrophage polarization. Overexpression of miRNA miR-novel-3-nature and miR-27b-5p and piRNA DQ551351 and DQ551308 could promote the mRNA expression of TNF-α which was marker gene of M1 macrophages. Overexpression of snoRNA ENSMUST00000158683.2 could inhibit the mRNA expression of TNF-α. Overexpression of snRNA ENSMUST00000157129.4 and ENSMUSG00000096786 could promote the mRNA expression of IL-1 and iNOS which was marker gene of M1 macrophages. piRNA DQ551351 and snRNA ENSMUSG00000096786 overexpression promoted the antitumor activity of M1 macrophages. In view of these significant differences in sncRNA, further research is still needed in the future to explore its action targets and mechanisms to better analyze the process of macrophage polarization and deepen the understanding of various pathophysiological changes.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GEO - GSE198744.

## Ethics Statement

The animal study was reviewed and approved by Xinhua Hospital Affiliated to Shanghai Jiao Tong University School of Medicine.

## Author Contributions

Conceptualization: XiaZ and CW; methodology: DM, JY, and XZ; software: YW, JP, and CW; data curation: LD and CW; writing, review, and editing: CW. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by the National Natural Science Foundation of China (81802191), Shanghai Sailing Program (21YF1443300) and Interdisciplinary Medicine and Engineering Foundation of Shanghai Jiao Tong University (YG2019QNB30). Shanghai Sailing Program (19YF1431200).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

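Small RNA sequencing of RAW264.7 cells was analysed in 9 libraries, with 3 replicates each of M0, M1 and M2 macrophages. The condition and replicate number of each library came from its sample label, and the doses and the 48 hours of stimulation came from the paper's methods. The replicate numbers also gave the pairing used for the replicate block, and the paper's text names no pairing.

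The authors sequenced PCR products on an Illumina NextSeq 550, detected known and predicted miRNAs with miRDeep2, counted the reads of each miRNA and deposited them as CPM with 2 decimals, in a separate file for each library. The deposited CPM of a library add up to less than its whole, since the listed miRNAs held between 82.89% and 87.15% of the library total. The paper's text does not name the genome build, the miRBase release or the reads that make up the library total. Low CPM values within a library are multiples of a single step, and this step gave the library total and the whole reads of each miRNA. On simulated libraries with known reads, 100% of the reads were recovered in every library. Library totals were between 5002633 and 7838547 reads, and 3 reads, taken as the floor, were between 0.383 and 0.6 CPM. Since the reads carry no molecular identifiers, this floor covers counting error only.

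The following choices were made before the data were examined. The comparisons were M1 with M0 and M2 with M0, each on its own 6 libraries, with miRNAs of at least 10 reads over these libraries, TMM normalization, and calls at a Benjamini-Hochberg adjusted p-value under 0.05 and at least 2-fold. The miRNAs to be named were every miRNA the paper names in its text or in Fig. 1D to 1L. Those it names only from earlier work, such as miR-21, were then left out unless they met a rule below. Also to be named were the 5 largest rises and 5 largest falls of each comparison. These were taken among called miRNAs whose groups do not overlap and whose mean is at least 10 CPM in a group. The last were miR-451a, miR-144-3p, miR-144-5p, miR-486a-5p and miR-486b-5p, which are known from red blood cells. They were chosen knowing that the paper's supplementary list, made from these same libraries, gives them as lower in M2. The alternatives were DESeq2 with its size factors, RLE size factors, library totals alone, filterByExpr and no filter, a 1.5-fold threshold and none, unadjusted p-values with limma and with DESeq2, the replicate number as a block, all 9 libraries in the same fit, miRNAs with identical reads taken once, and each library left out in turn. The plan assumed that the files hold counts and had edgeR's quasi-likelihood test as the main test. Since the deposited values are CPM, the main test became limma with a trend and robust variance on log2(CPM + 1), and edgeR on the recovered reads became an alternative. limma as the main test was thus chosen once the deposited values were seen to be CPM. The edgeR fits on the recovered reads, with and without the block or at an unadjusted p-value, were also set after the data were seen. So was a pseudocount of 0.1 CPM in the comparisons of miRNA expression. DESeq2 was fitted to the recovered reads.

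limma's prior degrees of freedom had a median of 20.56 in the comparison of M1 with M0, beside 4 residual degrees of freedom. In the comparison of M2 with M0 they were infinite for all but 66 of 733 miRNAs, so adjusted p-values from edgeR are given for the miRNA with the largest rise. The fits were tested on simulated reads drawn from the real means and library totals with a dispersion of 0.02 and 200 changed miRNAs. Of the 199 changed miRNAs that could be tested, limma found 179 (89.9%), edgeR 177 and DESeq2 160, and all 94 with at least 10 CPM were found by each of them. With the 2-fold threshold used for the calls, limma found 152, edgeR 176 and DESeq2 160, so limma finds the fewest under the rule used here. limma called 4 of 524 unchanged miRNAs at the adjusted p-value, and 0 of them at 2-fold. The log2 fold change of miRNAs with few reads is drawn toward 0 by the pseudocount, with a median size of 1.05 where the simulated changes under 10 CPM had a median of 2.

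The separation of the 3 groups was tested with a PERMANOVA pseudo-F on Euclidean distances over all 280 partitions of the libraries. In 40 simulated sets without a difference, 0 had an exact p under 0.05. The share of the less abundant arm of a hairpin was measured as the log2 ratio of its reads to those of the other arm, with 0.5 reads added, as the median over hairpins with at least 100 reads of that arm. A simulated shift of -0.5 was found as -0.51. Gene positions were taken from the GENCODE M21 annotation of GRCm38, by the name of the miRNA gene.

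The analysis used Python 3.11.15, R 4.3.3, limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0. The piRNA, snoRNA, snRNA and repeat RNA measurements, the qPCR values, the mimic transfections and the tumor model were not analysed here.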

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

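All tests in this part were chosen after the results were seen. Library totals alone and each library left out were planned as alternatives, but not as tests of these rises. Among the upregulated miRNAs with the largest changes, 4 are in the paper's supplementary list but not in its text or figures, so they are a signal in data the paper does not discuss. In M1, miR-149-5p had a log2 fold change of 2.93 and predicted miRNA-9 (mature) of 2.67. In M2, miR-511-3p had a log2 fold change of 4.25 and miR-188-3p of 1.09.

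Scaling between libraries was tested first. With library totals alone, the smallest of the 4 log2 fold changes was 1.01, so all stayed at or above 2-fold. A single library was tested next. With each library left out in turn, the smallest was 1.03. The technical explanations that were tested do not account for these rises, and an effect of the stimulation may remain. For miR-188-3p the margin to the threshold is small. Few reads limit the M0 side, where miR-511-3p had 12 reads and predicted miRNA-9 (mature) had 65 over the 3 libraries. Sequences shared with related miRNAs were not tested for these 4, so no biological cause is claimed.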

How the results depend on the processing

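The counts of called miRNAs moved with the fold threshold. At 1.5-fold, 88 miRNAs were higher and 91 lower in M1, and 20 were higher and 25 lower in M2. Without a fold threshold these were 121 and 138 in M1, and 55 and 77 in M2. In M2, the number of upregulated miRNAs was 11 with DESeq2 at an unadjusted p-value. The edgeR fits on the recovered reads were set after the data were seen, although edgeR was the planned main test. In M2 edgeR gave 10 upregulated miRNAs at the adjusted p-value, and 15 upregulated and 27 downregulated at the unadjusted p-value. Across the 6 fits that each left out 1 library, there were 54 to 63 upregulated and 42 to 47 downregulated miRNAs in M1, and 5 to 8 upregulated and 7 to 14 downregulated miRNAs in M2. The other alternatives kept the counts within 1.5 times those reported, but library totals alone gave 40 upregulated and 67 downregulated miRNAs in M1, a share of 37.4% upregulated against 55.9%. RLE size factors (61 and 41, 59.8%) and DESeq2 (71 and 47, 60.2%) kept more upregulated than downregulated miRNAs. Library totals lower all log2 fold changes in M1 together, so the fall in this share follows from that shift, and these libraries do not tell which scaling is right.

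With the replicate number as a block, limma called 57 upregulated and 45 downregulated miRNAs in M1 and 6 and 11 in M2. The log2 ratio of the less abundant arm with this pairing was -0.39 in M1 (exact sign-flip test, p = 0.25, the smallest it allows) and 0.17 in M2. Only splits that part every same-numbered pair were compared with the real grouping. Of the 4 such splits of the 6 libraries, 1, the real grouping, gave as many calls in M1, and 1 of 4 did in M2. The remaining 6 of the 10 splits, which part fewer of the pairs, also gave 0 calls. With 4 splits the share cannot fall under 0.05, so this test cannot exclude chance.

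The pseudo-F of M0, M1 and M2 was 3.29, and it ranged up to 10.41 when miRNAs were centred only and from 2.96 to 3.15 when a library was left out. In all of these fits the real grouping had the highest pseudo-F of all partitions, so its exact p could not change.

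The log2 ratio of the less abundant arm reversed in M2, from 0.17 to -0.02 among hairpins with at least 1000 reads of that arm and to -0.07 as a mean over hairpins. In M1 it kept its direction, between -0.50 and -0.31 with other read thresholds, the mean over hairpins, the more abundant arm set by the M0 libraries, the block, or 1 library left out. The tests of technical causes are given with the observations and are not part of this range.

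The log2 fold changes of the named miRNAs gave 60 results and 706 values under alternatives. Of these, 644 kept their direction and side of the adjusted p threshold, 40 lost and 6 gained a p-value under it, and 16 reversed. The log2 fold changes that reversed had an adjusted p above 0.05 as reported. With library totals alone miR-362-5p in M1 was -0.21, at a limma adjusted p of 0.000521, and predicted miRNA-1 (mature) in M2 was -0.05. With DESeq2 the log2 fold changes in M1 were 0.06 for miR-451a and 0.02 for miR-144-3p, and miR-25-5p in M2 was 0.01. edgeR gave 0.01 for miR-451a in M1. When 1 library was left out, the log2 fold changes in M1 ranged from -1.30 to 0 for miR-148a-3p, from -1.87 to 0.57 for miR-451a, from -1.65 to 0.52 for miR-144-3p and from -1.69 to 0.44 for both miR-486a-5p and miR-486b-5p. In M2 they ranged from -0.04 to 0.11 for predicted miRNA-1 (mature) and from -0.06 to 0.05 for miR-25-5p.

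Among the named miRNAs that were lower in M2, the limma adjusted p-value of miR-451a and of miR-144-3p passed 0.05 in 4 of 6 fits with a library left out, that of miR-145a-5p in 4, that of miR-148a-3p in 3 and that of miR-486a-5p and miR-486b-5p in 2. Depth limits the miRNAs with few reads, and 40 of the 102 miRNAs called in M1 and 6 of the 18 called in M2 had means under 10 CPM in both groups. The comparisons of piRNA, snoRNA, snRNA and repeat RNA in the plan were not run, since those measurements were not analysed here.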

Differences from the paper's values

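The paper states 11 upregulated and 19 downregulated miRNAs in M2, against 6 and 12 here. Of the alternatives set before the data were examined, the number of upregulated miRNAs came within 1.5 times the paper's with DESeq2 (8), with DESeq2 at an unadjusted p-value (11) and without M0 replicate 3 (8), and the others did not. The number of downregulated miRNAs did so with DESeq2 (13), with DESeq2 at an unadjusted p-value (18), at 1.5-fold (25) and without M0 replicate 2 (14), and not with the others. The planned main test, edgeR, was run on the recovered reads after the values were seen and gave 10 and 18. Among the other alternatives set after seeing the values, edgeR with a replicate block gave 8 and 14. edgeR at an unadjusted p-value gave 15 and 27, and a pseudocount of 0.1 CPM gave 9 and 16. All of these came within 1.5 times the paper's counts.

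The log2 fold changes of 46 named miRNAs could be compared with the paper's supplementary list, and 32 differed by more than the spread between replicates. In M1 the log2 fold changes were for miR-155-3p the paper's 6.03 against 4.12, miR-149-5p the paper's 3.17 against 2.93, miR-146b-5p the paper's 2.93 against 2.87, predicted miRNA-9 (mature) the paper's 3.14 against 2.67, predicted miRNA-1 (mature) the paper's -6.43 against -4.54, miR-92a-1-5p the paper's -5.39 against -3.28 and let-7c-1-3p the paper's -3.62 against -3.28. Others in M1 were for miR-692 the paper's 4.11 against 0.68, predicted miRNA-264 (mature) the paper's 5.78 against 1.08, predicted miRNA-183 (mature) the paper's 6.47 against 1.48, miR-541-5p the paper's 3.71 against 0.89, miR-6992-5p the paper's -4.84 against -1.01, predicted miRNA-185 (mature) the paper's 4.01 against 0.65 and miR-129-5p the paper's 5.11 against 1.76. There were also in M1 for miR-7669-3p the paper's 3.98 against 0.67, miR-3091-3p the paper's -3.37 against -1.04, miR-1948-5p the paper's 5.56 against 0.99, predicted miRNA-227 (mature) the paper's -2.74 against -1.16, miR-6933-3p the paper's 5.35 against 0.85, miR-466i-5p the paper's -2.08 against -1.32 and miR-1948-3p the paper's 5.48 against 1.42. The last ones in M1 were for miR-6399 the paper's -2.59 against -1.03, miR-29b-1-5p the paper's -2.84 against -1.49, predicted miRNA-155 (mature) the paper's 5.78 against 1.06, predicted miRNA-3 (mature) the paper's -6.17 against -3.23, miR-26a-2-3p the paper's -4.27 against -2.95 and miR-23b-5p the paper's -3.37 against -2.94. In M2 they were for miR-511-3p the paper's 5.74 against 4.25, miR-144-5p the paper's -6.81 against -5.85, predicted miRNA-142 (star) the paper's 4.48 against 0.59, miR-5620-5p the paper's 3.13 against 0.66 and miR-145a-5p the paper's -2.32 against -0.82. Where a group had 0 reads, the log2 fold change here is set by the 1 CPM added and is not an estimate of the change. With few reads in a group, the 1 CPM also draws the log2 fold change toward 0. The bounds below are against 3 reads and before TMM normalization, which makes those for falls in M1 smaller. In M1, predicted miRNA-264 (mature) was at least 2.4-fold, predicted miRNA-183 (mature) 3.8-fold, miR-1948-5p 2.0-fold, miR-6933-3p 1.8-fold and predicted miRNA-155 (mature) 2.4-fold higher. miR-6992-5p was at least 2.0-fold lower in M1, and predicted miRNA-142 (star) was at least 1.2-fold higher in M2. Some miRNAs with at most 3 reads in any library of the lower group had bounds beyond the log2 fold changes above. In M1, miR-129-5p was at least 5.4-fold and miR-1948-3p 3.8-fold higher, and miR-29b-1-5p 5.4-fold and miR-6399 3.0-fold lower. With DESeq2 and its size factors, an alternative set before the data were examined, all 32 came within the spread between replicates of the paper's values. The paper's methods name DESeq for samples with replicates, without a version, and a fold threshold of 2 or 1.5. With library totals alone, 2 did so, let-7c-1-3p at -3.55 and miR-23b-5p at -3.20. Leaving out a library brought 4 of them within the spread in at least 1 fit, namely predicted miRNA-9 (mature), let-7c-1-3p and miR-466i-5p in M1 and miR-144-5p in M2. The replicate block and the fit with all 9 libraries brought none. Of the settings run only after the values were seen, edgeR, the planned main test, brought 22 of the 32 within the spread. A pseudocount of 0.1 CPM brought 15.

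The paper lists 131 miRNAs as differentially expressed in M1 and 30 in M2, and limma called 101 and 18 of them. DESeq2 called 118 and 21 of them at the adjusted p-value and 128 and 29 at the unadjusted p-value. edgeR, the planned main test but run on the recovered reads after the values were seen, called 125 and 28. The paper's methods state a selection by adjusted p-value, but 21 of the 131 and 10 of the 30 listed miRNAs have an adjusted value of 0.05 or more in the list, while the largest unadjusted p-values in it are 0.0493 and 0.0424. A single called miRNA, miR-30d-3p in M1, is not in the list, and its fall is just past the 2-fold threshold.

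The paper's qPCR and the sequencing gave opposite directions for some miRNAs. The paper reports miR-129-5p, miR-7669-3p, miR-1948-5p, miR-6933-3p, miR-1948-3p and predicted miRNA-185 (mature) and predicted miRNA-155 (mature) as downregulated in M1 by qPCR. Their log2 fold changes in sequencing were 1.76, 0.67, 0.99, 0.85, 1.42, 0.65 and 1.06. All of these had few reads in M0, with at most 2 reads in any M0 library. It reports miR-145a-5p and miR-148a-3p as upregulated in M2, where their log2 fold changes were -0.82 and -2.78. It also shows predicted miRNA-1 (mature) as lower and miR-25-5p as higher in M2, and miR-199b-5p and miR-148a-3p as higher in M1. In sequencing these were 0.03, -0.01, -0.23 and -0.78, and none of them had an adjusted p under 0.05 with limma.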

Other observations

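Apart from the test of the less abundant arms on hairpins without a listed relative, all tests in this part were chosen after the result was seen. Some of them use settings planned as alternatives, namely library totals alone, each library left out and 1000 reads of the less abundant arm.

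The 5 miRNAs known from red blood cells were named from the paper's list, made from these same libraries, as lower in M2. That they fall in M2 is therefore not an independent result. They had the largest falls in M2, and all 5 were also low in M1 replicate 2. For miR-451a this library had 68.25 CPM, against 2091.66 and 1071.24 CPM in the other M1 libraries. Sequencing depth was tested on the library with the fewest reads, M1 replicate 3, where miR-451a had 1071.24 CPM, within the M0 range. RNA from other tissues was tested with 9 markers of liver, endothelium, muscle, brain and gut, of which 0 were called lower in M2 and 1, miR-126a-3p, was lower at an adjusted p-value under 0.05 (limma). This test has little power, since 4 of the 9 were under 10 CPM in every library. Among the 9, miR-143-3p, from smooth muscle, had a log2 fold change of -1.88 in M2 (limma adjusted p = 0.372), from 14.27, 1.32 and 14.29 CPM in M0 to 2.05, 0.57 and 1.01 CPM in M2, with a spread within M1 at percentile 97.4, although it was highest in M1 replicate 2 (45.08 CPM). For RNA from red blood cells no separate test was found. The spread within M1 of each of the 5 miRNAs was at or above the percentile 98.3 of 303 miRNAs expressed at 10 CPM or more. Of the 9 miRNAs called lower in M2 that reached 10 CPM, 8 had a spread within M1 at or above the percentile 95. These 8 were the 5 miRNAs above, miR-148a-3p, miR-150-5p and miR-363-3p, all low in M1 replicate 2. This spread is the low value of M1 replicate 2 seen above in another form, so it is not evidence for red blood cells as the source. An effect of IL-4 and IL-10 was set against M1 replicate 2, which received neither and where the 5 miRNAs were at most 0.095 times the lowest M0 library. This shows that they can fall without these cytokines, but it does not exclude an effect of the cytokines in M2. The cause of these falls was not found, and an effect of the treatment cannot be told apart from a variable amount of RNA from red blood cells.

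The less abundant arm of 96 hairpins had a median log2 ratio to the other arm of -3.50 ± 0.18 (SD, n = 3) in M0, -3.89 ± 0.09 (SD, n = 3) in M1 and -3.33 ± 0.08 (SD, n = 3) in M2. The difference was -0.39 in M1 (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow) and 0.17 in M2 (exact permutation test, p = 0.3). By hairpin, 69 of the 96 were lower and 27 higher in M1, and 59 were lower and 37 higher in M2, against the direction of the M2 difference. The question arose because the paper's list of miRNAs lower in M1 holds many less abundant arms. That list comes from these same libraries, so a fall in M1 is not an independent finding. Depth was tested by thinning the libraries to the same number of reads, which gave -0.49. Few reads were tested on hairpins with at least 1000 reads of the less abundant arm, which gave -0.42. Reads shared between related miRNAs were tested on the 57 hairpins with no listed relative of the same number, which gave -0.30. Expression level was tested by comparing the log2 fold change of each less abundant arm with that of the more abundant arm of another or the same hairpin closest in expression, and the median difference over 93 pairs was -0.14 in M1 and -0.06 in M2. The less abundant arms were also mostly lower in M2, part of the M1 difference may therefore come from the level of expression, and the design cannot reach a p-value under 0.05.

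Of the 10 arms of the 5 miRNA genes inside Clcn5 on chromosome X (7153810 to 7319358), 7 are not in the paper's list for M2. All 7 were higher in M2, with a median log2 fold change of 0.77 (range 0.54 to 0.86) and an adjusted p-value under 0.05 (limma). In each of the 7 the M2 libraries lay above all M0 libraries, against 10% for both directions together from chance. In M1 their median was 0.18 (range -0.59 to 0.62), and the difference between M2 and M1 was not tested. Scaling between libraries was tested with library totals alone, which gave a median of 0.69. A shared locus was tested against 10000 random lists of the same size matched on mean expression, and the median of the 7 arms was at percentile 100 of these. The arms of a hairpin are not independent, so this percentile describes these libraries only. The values are consistent with a common change at this locus, and reads shared between related miRNAs were not tested.

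The arms of miR-222 changed in opposite directions in M1. miR-222-5p had a log2 fold change of -1.69 and miR-222-3p of 0.98. In M2 they were -1.63 and -0.43. Shared reads were tested by a search for listed miRNAs with the same reads as miR-222-5p, of which there were 0, but this search does not see partly shared reads and was not made for miR-222-3p. The related miR-221-3p rose about as much in M1 as miR-222-3p, with a log2 fold change of 1.02, and miR-221-5p had 0.31. A single library was tested by leaving each out, and the difference in the log2 ratio of the arms that came closest to 0 was -2.63. No single library accounts for the difference, and its cause cannot be told from these tests.

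For 44 of the paper's qPCR directions the miRNA could be tested in sequencing, and by sign alone 31 had the same direction and 13 the opposite. Of the 31, 26 had an adjusted p-value under 0.05 (limma). In M2 only 4 of the 8 with the same direction did, and miR-155-5p and miR-27b-5p overlapped between M2 and M0. Of the 13, 9 had an adjusted p-value under 0.05 (limma). Of these, predicted miRNA-185 (mature) and miR-7669-3p in M1 lost it in 3 fits each with a library left out. With DESeq2 their adjusted p was 0.0692 and 0.0688. In M2, miR-145a-5p lost it in 4 such fits and miR-148a-3p in 3. The directions were taken from the figure panels. For a fall in M2 the paper's text names predicted miRNA-264 (mature), which had too few reads to be tested in M2, where the panel shows predicted miRNA-1 (mature), which is counted here as opposite. Few reads were tested with a two-sided permutation test of the log2 reads, where the geometric mean was 95 reads for opposite and 359 for same directions (permutation p = 0.116 with 100000 resamples). Scaling between libraries was tested with library totals alone, under which 1 of the 13 changed its direction. miR-362-5p in M1 changed from the same to the opposite direction, so the number of opposite directions stayed at 13. This test pooled M1 and M2, which differ. In M1 the opposite directions had a median of 18 reads and the same directions 272, while in M2 these were 1429.5 and 682.5. Few reads do not account for miR-148a-3p in M2, which had 1987 reads, and for M1 an effect of few reads cannot be excluded. Like the miRNAs known from red blood cells, miR-148a-3p was low in M1 replicate 2, with 10.86 CPM against 72.93 and 48.97 CPM. Its fall in M2 therefore cannot be told apart from such variation between libraries.

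miR-125a-5p, which the paper discusses from earlier work, had a log2 fold change of 1.43 in M1 and -0.55 in M2. miR-146a-5p had 2.14 and -0.64. miR-99a-5p took between 15.4% and 22.0% of the listed miRNA reads in the M0 and M2 libraries, and miR-146a-5p took between 14.7% and 15.3% in the M1 libraries.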
